# Exploration of drug resistance mechanisms in triple negative breast cancer cells using a microfluidic device and patient tissues

**DOI:** 10.7554/eLife.88830

**Published:** 2024-03-27

**Authors:** Wanyoung Lim, Inwoo Hwang, Jiande Zhang, Zhenzhong Chen, Jeonghun Han, Jaehyung Jeon, Bon-Kyoung Koo, Sangmin Kim, Jeong Eon Lee, Youngkwan Kim, Kenneth J Pienta, Sarah R Amend, Robert H Austin, Jee-Yin Ahn, Sungsu Park

**Keywords:** microfluidic chip, triple negative breast cancer, polyaneuploid cancer cells, resistance, nuclear protein 1, histone deacetylase 11, Human

## Abstract

Chemoresistance is a major cause of treatment failure in many cancers. However, the life cycle of cancer cells as they respond to and survive environmental and therapeutic stress is understudied. In this study, we utilized a microfluidic device to induce the development of doxorubicin-resistant (DOXR) cells from triple negative breast cancer (TNBC) cells within 11 days by generating gradients of DOX and medium. In vivo chemoresistant xenograft models, an unbiased genome-wide transcriptome analysis, and a patient data/tissue analysis all showed that chemoresistance arose from failed epigenetic control of the nuclear protein-1 (NUPR1)/histone deacetylase 11 (HDAC11) axis, and high *NUPR1* expression correlated with poor clinical outcomes. These results suggest that the chip can rapidly induce resistant cells that increase tumor heterogeneity and chemoresistance, highlighting the need for further studies on the epigenetic control of the NUPR1/HDAC11 axis in TNBC.

## Introduction

A leading cause of cancer-related death is drug resistance (Jazaeri et al., 2005), which is increased by tumor heterogeneity (Heppner and Miller, 1983). Microfluidic chips are highly useful for studying drug resistance because they can manipulate and control fluids and particles at the micron level (Yeo et al., 2011). Recently, a microfluidic platform consisting of an array of connected microchambers with concentration gradients has been developed to induce drug resistance in various types of cancers, such as triple negative breast cancer (TNBC) (Han et al., 2019; Wu et al., 2013), glioblastoma multiforme (GBM; Han et al., 2016), and prostate cancer (Lin et al., 2020). In previous studies, we identified the molecular mechanisms involved in doxorubicin (DOX) resistance in GBM and TNBC by analyzing mutation and expression data from chemoresistant cancer cells (Han et al., 2016; Han et al., 2019). Recently, Lin et al. used a microfluidic chip that generates a docetaxel gradient to induce resistant cells from PC-3 prostate cancer cells (Lin et al., 2020). However, the underlying mechanisms by which cells acquire chemoresistance and whether cells obtained from a chip resemble those found in patient tissues remain unknown.

In this study, we utilized the Cancer Drug Resistance Accelerator (CDRA) chip (Han et al., 2016) to generate gradients of DOX and medium to induce DOX-resistant (DOXR) cells from MDA-MB-231 TNBC cells within 11 days. Interestingly, a subpopulation of very large cells, referred to as L-DOXR cells, emerged within the DOXR cell population in the CDRA chip on day 11. These L-DOXR cells were isolated using fluorescence-activated cell sorting (FACS) and maintained their survival off the chip. To better understand the role of L-DOXR cells in chemoresistance in TNBC, we conducted in vivo chemoresistant xenograft models, an unbiased genome-wide transcriptome analysis, and a patient data/tissue analysis. Our results demonstrate that the chemoresistance of L-DOXR cells is attributed to failed epigenetic control of nuclear protein-1 (NUPR1)/histone deacetylase 11 (HDAC11) axis, which can be alleviated through *NUPR1* inhibition (Figure 1).

**Figure 1.**
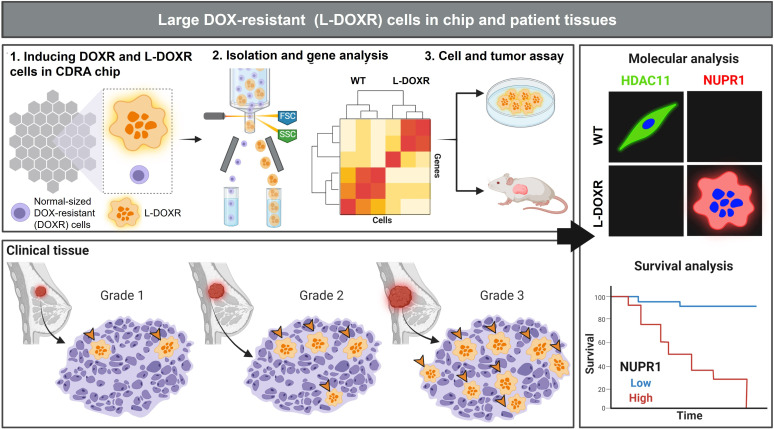
Experimental design and analysis workflow. Triple negative breast cancer (TNBC) cells were subjected to doxorubicin (DOX) and nutrient gradients to induce DOX-resistant TNBC cells in a Cancer Drug Resistance Accelerator (CDRA) chip (Han et al., 2016). Large DOX-resistant (L-DOXR) cells were sorted by fluorescence-activated cell sorting (FACS) and their transcriptome was analyzed by RNA sequencing (RNA-seq). The oncogenic properties of L-DOXR cells were evaluated in vitro and in vivo to better understand their effect on cancer progression. Additionally, the proportion of L-DOXR cells in TNBC patient tissues was positively associated with TNBC tumor grade. The roles of histone deacetylase 11 (HDAC11) and nuclear protein 1 (NUPR1) in DOX-resistance were investigated through molecular analysis and survival analysis of patients with high/low NUPR1 expression.

NUPR1, which is also known as Com-1 or p8, is involved in multiple aspects of cancer, including DNA repair, transcription regulation, and the cell cycle, and its expression responds to stress signals induced by genotoxic signals and agents (Martin et al., 2021). NUPR1 influences cancer cell resistance (Hamidi et al., 2012) and promotes the proliferation of cancer cells bypassing the G0/G1 check point (Brannon-Peppas et al., 2007). In breast cancer cells, NUPR1 upregulates p21 transcription, allowing breast cancer cells to progress through the cell cycle, and it confers resistance to chemotherapeutic agents such as taxol and DOX (Clark et al., 2008; Vincent et al., 2012). Increased expression of NUPR1 has previously been associated with poor patient outcomes in certain types of cancers (Jung et al., 2012; Mu et al., 2018).

Histone deacetylase 11 (HDAC11) is the most recently discovered member of the HDAC family and the only member of class IV. It displays different expression levels and biological functions in different human organs and systems. Its overexpression in various cancers, including hepatocellular, ovarian, myeloma, lymphoma, and breast cancers (Gong et al., 2019; Huang et al., 2018; Liu et al., 2020; Yue et al., 2020; Zhou et al., 2018), has suggested HDAC11 is an epigenetic regulator in human cancers. However, HDAC11 expression is negatively correlated with high-risk uveal melanomas and gliomas (Dali-Youcef et al., 2015), and HDAC11 knockout mice demonstrate increased tumor growth (Sahakian et al., 2015), indicating that its regulation of different cancer types is complex. Therefore, the pathophysiological roles of HDAC11 in various cancers should be evaluated.

## Results

### Formation and characterization of DOX surviving cells

Approximately 30 wild type MDA-MB-231 cells per microchamber were seeded through the cell seeding hole in the CDRA chip (Figure 2A–C). The day after seeding, the cells were perfused with gradients of medium and DOX (1.5 μM; Figure 2A, B and E). Cells exposed to a high concentration of DOX (high-DOX region) were killed within 5 days, whereas those exposed to an intermediate concentration of DOX (mid-DOX region) began to die on day 5 (Figure 2E). On day 8, DOXR cells appeared and proliferated in the mid-DOX region. On day 11, a population of phenotypically large cells (L-DOXR) appeared in the mid-DOX region (Figure 2D and E), suggesting that they emerge from stressful but tolerable conditions on the chip in areas where an intermediate concentration of DOX is perfused.

**Figure 2.**
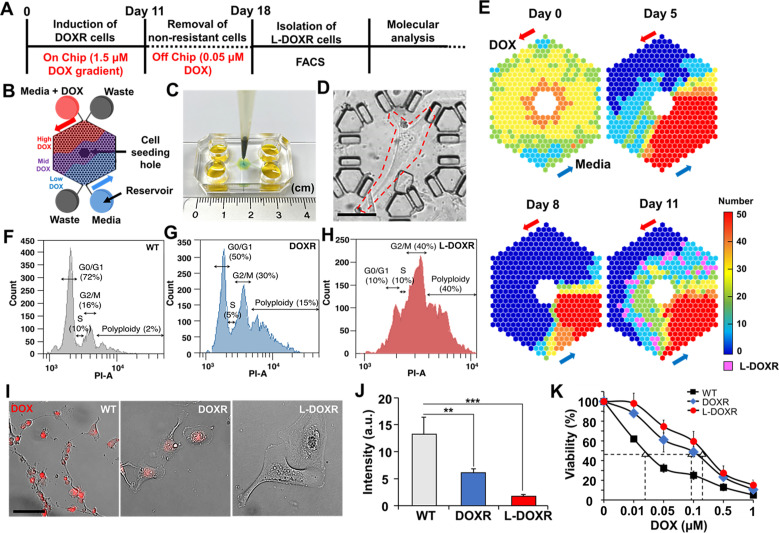
Tracking DOXR and L-DOXR cells induced by a DOX concentration-gradient in the CDRA chip and their cell cycle and drug resistance. (**A**) Experimental design. (**B**) Schematic of the chip. (**C**) Image of the CDRA chip. (**D**) L-DOXR cells (red dotted line) induced in the CDRA chip. (**E**) Tracking the number of live cells in each chamber of the chip for 11 days. L-DOXR cells are observed in some of the pink chambers on day 11. FACS analysis was used to assess the cell cycle of (**F**) WT cells, (**G**) DOXR cells, and (**H**) L-DOXR cells. (**I**) Red fluorescent intensity of WT cells, DOXR cells, and L-DOXR cells. Scale bar = 100 μm. (**J**) DOX efflux ability of WT cells, DOXR cells, and L-DOXR cells. **p<0.01, ***p<0.001, two-tailed Student’s *t*-test. (**K**) DOX sensitivity of WT cells (The half-maximal inhibitory concentration (IC_50_)=25 nM), DOXR cells (IC_50_=100 nM), and L-DOXR cells (IC_50_=200 nM).

Cells were collected from the chip on day 12 and incubated with medium containing DOX (0.05 μM) for 7 days in 24 wells to remove non-resistant cells that might have originated from the low-DOX region (Figure 2A and B). Then, the DOXR cells were separated from the L-DOXR cells using FACS. The FACS cell cycle analysis showed that the proportions of polyploidy (cells greater than 4N+) in the WT cells, DOXR cells, and L-DOXR cells were 2, 15, and 40%, respectively (Figure 2F–H). The L-DOXR cells showed lower susceptibility to DOX than the WT and DOXR cells (Figure 2I–K). Taken together, these results suggest that the CDRA chip can rapidly induce the development of DOXR cells as well as a distinct population of L-DOXR cells.

### L-DOXR cells accelerate cancerous growth and tumor progression in TNBC

To better define the oncogenic properties of L-DOXR cells, including their potential role in chemoresistance in TNBC, we investigated their impact on cancer progression. Our results showed that L-DOXR cells exhibited significantly higher rates of proliferation and a greater proportion of Ki67-positive cells compared to WT cells (Figure 3A and B). An in vitro wound-healing assay showed L-DOXR cells migrated faster than WT cells, suggesting that the development of L-DOXR cells could increase the migration capacity of a TNBC cancer cell population (Figure 3C).

**Figure 3.**
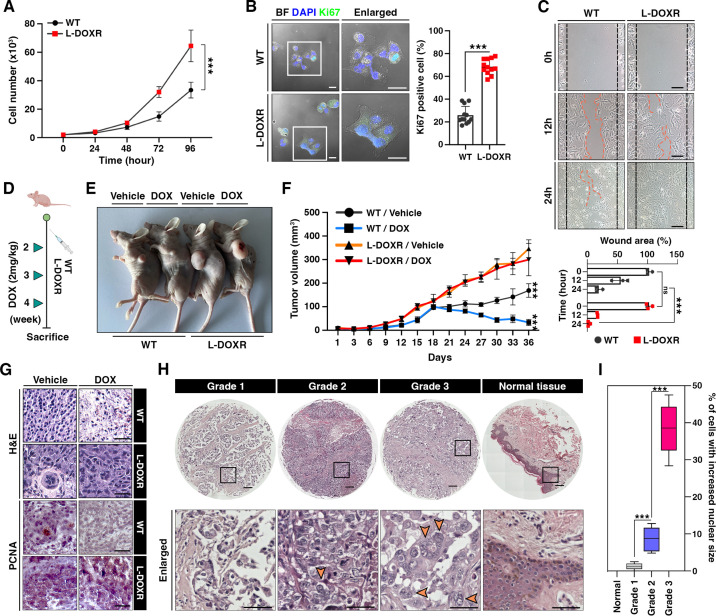
L-DOXR cells promote cancer growth and tumor progression in TNBC. (**A**) Cell proliferation assay of WT and L-DOXR cells by cell counting. (**B**) Ki67 immunofluorescence staining and intensity measurement in eight randomly selected fields to evaluate proliferative ability. Scale bars: 20 μm. (**C**) Wound healing assay to measure cell migration. The gap between cells was measured and shown as a bar graph (bottom). Scale bars: 50 μm. (**D, E**) Timeline showing subcutaneous injection of 1×10^7^ WT cells and L-DOXR cells followed by DOX injection (2 mg/kg) once a week when tumor volume reached 150 mm^3^ (n=6 per group). A timeline demonstrating the subcutaneous injection of 1×10^7^ WT cells and L-DOXR cells, followed by injection of DOX (2 mg/kg) into the tail vein (n=6 per group) once a week when the tumor volume reached 150 mm^3^. Representative tumors shown in photographs. (**F**) Tumor size measured with calipers every three days for up to 36 days. (**G**) Representative images of hematoxylin and eosin (H&E) staining (upper) and immunohistochemical staining for PCNA on paraffin sections of tumor tissues (bottom). Scale bars: 50 μm. (**H, I**) H&E staining of a TNBC tissue microarray with different tumor grades (grades 1, 2, 3, and negative) to detect L-DOXR cells. The number of L-DOXR cells was counted and analyzed from five randomly selected fields on each slide. The black boxes are magnified, and the orange arrows indicate L-DOXR cells. Scale bars: 500 μm. Data presented as mean ± SEM; ***p<0.001; Student’s two-tailed, unpaired *t*-test (**A, B**); one-way ANOVA with Bonferroni’s post-test (**C, F, I**).

**Figure 3—figure supplement 1.**
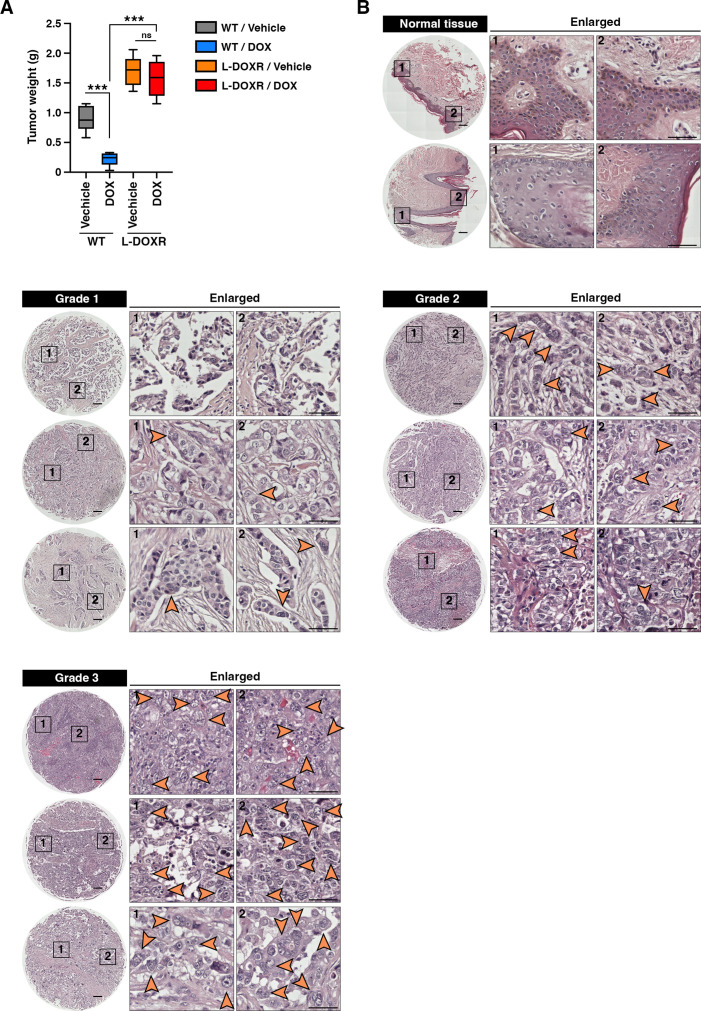
L-DOXR accelerated cancerous growth and tumor progression in TNBC. (**A**) Wet weights of WT and L-DOXR tumors treated with DOX or vehicle (n = 6 per group). (**B**) Representative images showed triple-negative breast cancer tissue microarray (TMA, US Biomax #BR1301) with different tumor grades (grade 1, 2, 3, and negative) after stained with H&E (Hematoxylin and eosin) for the detection of L-DOXR. Black boxes are magnified. Orange arrows indicate L-DOXR cells. Scale bars: 500 μm. All data are presented as means ± SEM; ***p<0.001; one-way ANOVA with Bonferroni’s post-test (**A**).

To ascertain whether the L-DOXR cells augmented tumorigenicity and conferred DOX-resistance in vivo, we generated an animal model of TNBC by subcutaneously injecting mice with either WT cells or L-DOXR cells and treating the tumor-bearing mice with either vehicle or DOX (Figure 3D). Irrespective of DOX treatment, the mice injected with L-DOXR cells showed much larger tumors compared to the mice injected with WT cells (Figure 3E). The tumor volume of L-DOXR cells treated with DOX and vehicle did not differ significantly (p>0.05), but the tumor volume of WT cells treated with DOX was significantly smaller than that of WT cells treated with vehicle (p<0.001) (Figure 3—figure supplement 1A). Our findings are consistent with hematoxylin and eosin (H&E) staining (Figure 3G*, top*) and immunohistochemical staining for proliferating cell nuclear antigen (PCNA) (Figure 3G*, bottom*) in the tumor tissues, which indicate that L-DOXR tumors did not exhibit a reduction in cell density or proliferation upon DOX treatment, in contrast to WT cells. Therefore, the L-DOXR cells in TNBC developed in the CDRA chip significantly enhanced carcinogenesis, and tumors initiated with L-DOXR cells were no longer sensitive to DOX.

L-DOXR cells exhibit increased genomic content (4N+) as compared to WT cells. The presence of cells with increased nuclear size and increased genomic content has been demonstrated to be associated with poor clinical outcomes in several types of cancers (Alharbi et al., 2018; Amend et al., 2019; Fei et al., 2015; Imai et al., 1999; Liu et al., 2018; Lv et al., 2014; Mukherjee et al., 2022; O’Connor et al., 2002; Saini et al., 2022; Trabzonlu et al., 2023). We analyzed the occurrence of cells with increased nuclear size in human TNBC patients. A tissue microarray (TMA; n=130) found cells with increased nuclear size/genomic content only in TNBC patient tissues but not in normal breast tissue (Figure 3—figure supplement 1B). In addition, the number of cells with large nuclei in each tissue correlated with tumor grade (Figure 3I). Therefore, the presence of cells with increased genomic content in TNBC may indicate the presence of cells that are resistant to therapy.

### NUPR1 is a key mediator of chemoresistance

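RNA was sequenced from WT MDA-MB-231 cells, a human triple-negative breast cancer line with mesenchymal features, and from L-DOXR cells, the large DOX-resistant cells that emerged from this line in the CDRA chip. The L-DOXR cells had spent 11 days in a chip fed with 1.5 μM DOX and 7 days in 0.05 μM DOX before they were separated by FACS. The methods describe the WT cells as untreated, and the sample labels name DMSO as their treatment and doxorubicin as that of the L-DOXR cells. Whether DOX was present when RNA was taken is not stated. Exposure to the drug and resistance to it can therefore not be told apart in these libraries. Total RNA was extracted, and the paper does not state how RNA was selected for the libraries. Sequencing was run on the NextSeq 500 platform with 1 library per condition. There are therefore no replicates, no difference between these 2 libraries has a replicate check, and no p-value was computed across genes.

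The authors' deposited table holds 24423 genes with FPKM values (fragments scaled for the length of the gene model and for depth), normalized log2 values and a ratio of L-DOXR to WT for each. The submitters' processing notes name FastQC, TopHat, Cufflinks and edgeR and the build hg18, whereas contig names in the table are those of hg19. Coordinates are given as the table has them. The FPKM values sum to 570528 in WT cells and 592484 in L-DOXR cells, and 18031 and 18122 genes are above 0. The normalized value is a log2 value. Before the log2 is taken, the FPKM is multiplied by 1.08 in WT cells or 1.03 in L-DOXR cells and about 1 is added. The authors' ratio is the ratio of these values on the linear scale, before the log2 and with the added 1 kept. Because of the added 1, the ratio understates the change of weakly expressed genes.

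Read counts are not part of the table. In gene models of at least 5000 nt, however, low FPKM values multiplied by the gene width pile up near 36.2 in WT cells and 35.0 in L-DOXR cells, the worth of 1 fragment. This places the L-DOXR library at 1.03 times the depth of the WT library and implies about 27700000 fragments in WT cells and 28600000 in L-DOXR cells. A value of 0 is reported only as listed at 0, since the table does not tell a failed estimate from the absence of RNA. Genes listed at 0 in 1 library still enter the counts of 2-fold differences and the medians through the authors' ratio, and with genes at 0 in either library left out the counts over all genes are 1171 higher and 1472 lower. Members of 41 gene lists were fixed before the deposited data were examined, but after the paper's own results from these libraries had been seen. The median log2 ratio of each list was placed among those of random lists of the same size matched on mean expression, as a description of these 2 libraries.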

To elucidate the mechanism underlying the chemoresistance and oncogenic capacity of resistant cells, we performed an RNA sequencing (RNA-seq)-based transcriptome analysis to identify genes differentially expressed between WT and L-DOXR cells. 

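Among genes at 4 or more on the normalized log2 scale in the higher library, those with the highest ratios in L-DOXR cells included FMOD, which encodes the collagen-binding proteoglycan fibromodulin, with 1.72 FPKM in WT cells and 232 FPKM in L-DOXR cells (log2 ratio 6.38). The pregnancy-specific glycoprotein gene PSG9 had 0.0908 FPKM in WT cells and 48.7 FPKM in L-DOXR cells, PSG5 had 0.722 and 75.5 FPKM, and the placental alkaline phosphatase gene ALPP had 1.87 and 118 FPKM. The chemokine receptor gene CXCR4 had 1.02 FPKM in WT cells and 83.8 FPKM in L-DOXR cells, and SLAMF7, a receptor gene of lymphocytes, had 5.64 and 271 FPKM. MAL2, DCDC2 and the hexokinase gene HKDC1 had log2 ratios of 5.46, 4.80 and 4.73. SNHG25, a host gene of a small nucleolar RNA, was listed at 0 in WT cells and at 92.4 FPKM in L-DOXR cells, on a gene model of 111 nt.

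In the other direction, the hair keratin gene KRT81 had 317 FPKM in WT cells and 0.396 FPKM in L-DOXR cells (log2 ratio -7.93). NDRG1, a stress-responsive gene, had 120 and 0.0244 FPKM, and LAPTM5, a lysosomal membrane protein gene, had 126 and 0.249 FPKM. The placental growth factor gene PGF, SH3BGRL, the fatty acid-binding protein gene FABP5, LYPD6B and RFPL4A had log2 ratios of -5.63, -5.56, -5.43, -5.19 and -5.15. SPANXC and MAGED1, at 85.7 and 55.1 FPKM in WT cells, were listed at 0 in L-DOXR cells. PSG5, PSG9, ALPP, SPANXC and RFPL4A have near-identical copies among which reads can be divided, so their levels are uncertain.

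Over all 24423 genes, 1212 had a ratio of at least 2 and 1608 had a ratio of 0.5 or less. These are 4.96% and 6.58% of the genes. Among the 6817 genes whose higher library was at least 4 on the normalized log2 scale, 746 were at least 2-fold higher and 605 at least 2-fold lower, so that higher genes made up 55.2% of the changed genes there and 43.0% over all genes, and with a pseudocount of 5 in place of 1 the counts were 682 and 681.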

Among the genes whose expression was significantly altered (fold change cut-off=2), 1212 were upregulated and 1,602 were downregulated in the L-DOXR cells (Figure 4A). 

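As groups, genes of S phase were higher and genes of mitosis were lower in L-DOXR cells. Of 26 genes of replication licensing and S phase, 4 were at least 2-fold higher and none was lower, with a median log2 ratio of 0.70. The replication clamp gene PCNA had 106 FPKM in WT cells and 315 FPKM in L-DOXR cells, and CDC45 and CCNE2 had log2 ratios of 1.37 and 1.18. Of 30 mitotic genes, 12 were at least 2-fold lower and none was higher, with a median of -0.79. The mitotic kinesin gene KIF20A had 77.2 and 10.5 FPKM, CENPE had a log2 ratio of -2.24, and the topoisomerase gene TOP2A, whose product is a target of DOX, had 210 and 53.9 FPKM.

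Genes of the hypoxia response were lower. Of 22 such genes, 11 were at least 2-fold lower and 2 were higher, with a median of -1.08. The angiogenic factor gene VEGFA had 266 FPKM in WT cells and 35.4 FPKM in L-DOXR cells, and CA9, at 5.37 FPKM in WT cells, was listed at 0 in L-DOXR cells. The 2 higher members were ADM (log2 ratio 1.74) and ANGPTL4 (1.61).

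Of 23 mesenchymal genes, 10 were at least 2-fold lower and 1 was higher, with a median of -0.52, or of -1.61 and -1.28 when the higher library had to be at least 1 and 4 on the normalized log2 scale. With the same filters the median of the fibroblast and matrix markers, none of which is in the mesenchymal list, was -0.98 and -2.76, outside the central 95% of random lists, against -0.08 over all 17 of them, of which 4 were at least 2-fold lower and 2 higher. The filters leave out genes low in both libraries, so the filtered medians rest on fewer members and do not describe the whole list. The fibronectin gene FN1 had 167 and 8.07 FPKM, LOX had a log2 ratio of -2.79, and CDH11, at 17.5 FPKM in WT cells, was listed at 0. Of 22 epithelial genes, 5 were at least 2-fold higher and 2 were lower, with a median of 0.23. The E-cadherin gene CDH1 had 0.279 FPKM in WT cells and 16.3 FPKM in L-DOXR cells, the splicing regulator gene ESRP2 and the polarity gene CRB3 had log2 ratios of 2.86 and 2.54, and CLDN7 (-3.28) and EPCAM (-1.03) were lower. Of 15 luminal breast markers, 4 were at least 2-fold higher and none was lower, with a median of 0.41. The trefoil factor gene TFF1 had 2.08 and 71.2 FPKM, AGR2 had 26.1 and 168 FPKM, and TFF3 had a log2 ratio of 1.94.

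Of 32 interferon response genes, 10 were at least 2-fold lower and 3 were higher, with a median of -0.51. BST2, an antiviral membrane protein gene, had 242 and 6.40 FPKM, IFITM1 and XAF1 had log2 ratios of -3.69 and -2.58, and OAS1 and IFI27 were higher (3.52 and 1.79). Of 16 genes of the MHC class I pathway, 5 were at least 2-fold lower and none was higher, with a median of -0.78. HLA-B had 207 and 25.5 FPKM, HLA-F had a log2 ratio of -2.91 and the immunoproteasome gene PSMB9 one of -1.92. HLA genes share reads with near-identical copies. Of 14 heat shock genes, 4 were at least 2-fold higher and none was lower, with a median of 0.59. HSPB8 had 4.75 and 42.7 FPKM, and HSPH1 and HSPD1 had log2 ratios of 1.48 and 1.22. Of 17 genes of the unfolded protein response, 2 were lower, EDEM1 (log2 ratio -1.32) and CREB3L2 (30.1 and 15.3 FPKM, and under 2-fold in some scalings), and none was higher, with a median of -0.31. Of 30 ribosomal protein genes, RPSA was at least 2-fold lower (-1.20), with a median of -0.24.

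Apart from that of the fibroblast and matrix markers, the medians of these lists over all members lay outside the central 95% of random lists. So did those of NRF2 target genes and of transcripts induced by ERK signaling. This made 13 of the 40 lists that could be measured, where lists of genes drawn at random give 2. The draws take genes as independent and some lists share members. Some lists also follow genes or pathways that the paper reports from these same libraries. The count of 13 is therefore no test of the difference between the cells. The interferon and epithelial medians lay inside the central 95% when the higher library had to be at least 4 on the normalized log2 scale. The unfolded protein response median did so with a pseudocount of 5, and the ribosomal median did so under 3 alternatives.

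**Figure D1:**
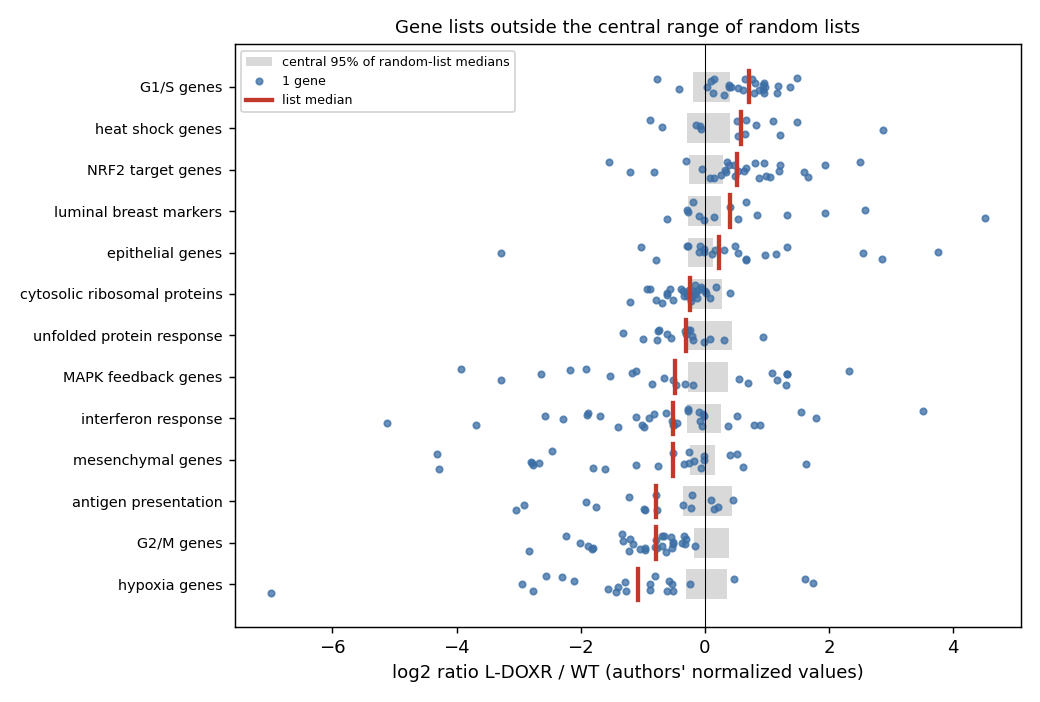
Log2 ratio of L-DOXR to WT cells, on the authors' normalized scale, for each member (points) of the 13 gene lists whose median (red bars) lay outside the central 95% of the medians of random lists (gray boxes). The medians run from -1.08 for the hypoxia genes to 0.70 for the G1/S genes, and in all of these lists but the G2/M genes single members lie on both sides of 0.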

A DAVID gene ontology term analysis of genes upregulated in the L-DOXR cells (false discovery rate <0.05) indicated that genes involved in cancer progression were most represented. 

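NUPR1 (Entrez 26471), which encodes a small stress-induced chromatin protein, lies on chromosome 16 from 28548662 to 28550495 on the minus strand. It had 3.84 FPKM in WT cells and 61.0 FPKM in L-DOXR cells, or 2.37 and 5.99 on the normalized log2 scale. This is a log2 ratio of 3.63, or 12.3-fold. With a pseudocount of 5 the log2 ratio was 2.89.

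NRF2 target genes, which make glutathione, thioredoxin and NADPH, were higher as a group. Of 28 such genes, 7 were at least 2-fold higher and 2 were lower, with a median log2 ratio of 0.51. The aldo-keto reductase gene AKR1B10 had 0.401 FPKM in WT cells and 6.99 FPKM in L-DOXR cells, the heme oxygenase gene HMOX1 had 6.51 and 28.9 FPKM, and the sulfiredoxin gene SRXN1 had 33.1 and 112 FPKM. AKR1C3 and CBR3, both reductases that can act on carbonyl compounds, had log2 ratios of -1.54 and -1.21. The antioxidant enzymes themselves went both ways. Of 40 genes, 5 were at least 2-fold higher, among them GSTO1 (log2 ratio 1.46), TXNRD1 (1.21) and the mitochondrial superoxide dismutase gene SOD2 (1.17), and 7 were lower, among them the extracellular superoxide dismutase gene SOD3 (-3.77), GLRX (-2.68) and GSTA4 (-2.35). Their median of -0.02 lay inside the central 95% of random lists. Of 14 genes of ascorbate and dehydroascorbate transport and reduction, another pathway of Figure 4B, 3 were higher and 2 were lower. TXNRD2 had a log2 ratio of 1.15, and SLC2A3, a carrier of glucose and dehydroascorbate, had 25.8 and 1.34 FPKM. The median of this list was -0.13, at percentile 24.4.

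TNFRSF1B, which encodes tumor necrosis factor receptor 2 itself, had 3.39 FPKM in WT cells and 0.0194 FPKM in L-DOXR cells, and TNFRSF1A, which encodes receptor 1, had 137 and 51.1 FPKM. Of 26 genes of the TNF and NF-kB pathway, 5 were at least 2-fold higher and 6 were lower. The chemokine gene CCL2 had 0.0645 and 12.0 FPKM, the NF-kB inhibitor gene TNFAIP3 had 3.63 and 44.0 FPKM, and BIRC3 had 9.22 and 23.6 FPKM, whereas CXCL1 had a log2 ratio of -2.09. The median of -0.30 lay at percentile 3.55, and outside the central 95% of random lists when the higher library had to be at least 4 on the normalized log2 scale. Of 22 transcripts induced by ERK signaling, 6 were higher and 8 were lower, with a median of -0.49 at percentile 0.060. EGR1 had 10.7 and 59.7 FPKM, and DUSP1 and FOS had log2 ratios of 1.32 and 1.32. ETV1 had 54.4 and 2.85 FPKM, and SPRY1 and DUSP4, which restrain the pathway, had log2 ratios of -3.28 and -2.64. Of 25 phospholipase genes, 4 were higher and 3 were lower, with a median of -0.09 at percentile 27.2. PLCB4 had 0.383 and 9.08 FPKM, PLCE1 and PLA2G4C had log2 ratios of 1.41 and 1.31, and PLCD1 had one of -1.16. These lists are not the gene sets of IPA, which were not used here.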

An Ingenuity Pathway Analysis (IPA) revealed that *NUPR1*, whose upregulation is associated with malignancy of cancer and the chemoresistance network (Wang et al., 2021), was top-ranked, and antioxidant signaling was the most enriched pathway along with other cancer-promoting signaling such as tumor necrosis factor receptor 2, mitogen-activated protein kinase, and phospholipase signaling (Figure 4B). Notably, the upstream regulator analysis in IPA revealed that *NUPR1* is a high-rank regulator and is responsible for 4.4% (53/1212) of the genes actively transcribed in the L-DOXR cells (cut-off=1.5, p<0.05) (Figure 4C).

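Of the regulators in Figure 4C that are single genes and are given here, PDGFB had the largest change in its own RNA after NUPR1, from 0.655 FPKM in WT cells to 6.89 FPKM in L-DOXR cells (log2 ratio 2.23). The chromatin remodeler gene SMARCA4 had 52.0 and 61.7 FPKM (0.17). ASPSCR1 had 10.4 and 29.3 FPKM (1.35) and TFE3 had 23.5 and 34.9 FPKM (0.48). These are the separate genes, and their fusion is not measured by the table. The estrogen receptor genes and the thrombin gene had low values in both libraries. ESR1 was listed at 0 in WT cells and at 0.105 FPKM in L-DOXR cells, ESR2 had 0.273 and 0.123 FPKM, and F2 had 0.0386 and 0.168 FPKM. Of the genes that head the other causal networks of Figure 4B, MAP3K1 had 7.26 and 7.13 FPKM, LATS1 had 8.41 and 9.14 FPKM, and PITX1 had 31.7 and 26.3 FPKM. The target genes that IPA assigned to NUPR1 were not analysed here. From the IPA ranking, the paper concludes that NUPR1 regulates part of the genes that were higher in L-DOXR cells.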

**Figure 4.**
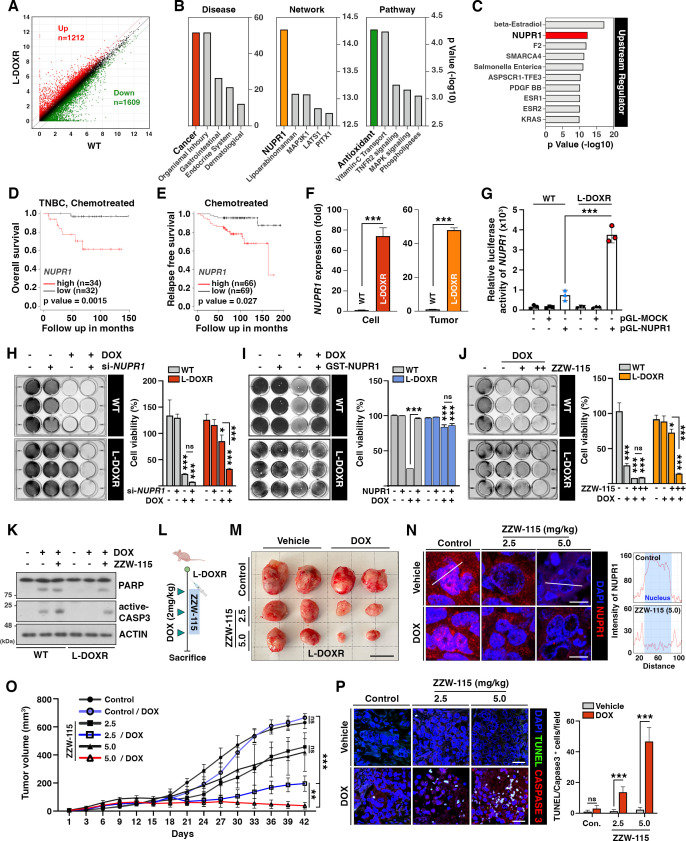
NUPR1 is a key mediator of chemoresistance in L-DOXR cells. (**A**) Volcano plot of differential gene expression between WT and L-DOXR cells. Cut-off criteria included a fold change of 2. (**B, C**) Ingenuity Pathway Analysis (IPA) of the RNA-sequencing data shows disease and disorders (left), causal network (middle), canonical pathways (Yue et al., 2020), and upstream regulator (**C**). The top five ranks are presented. Cut-off criteria are p<0.05 and a false discovery rate (FDR) *q*-value <0.05. (**D**) Kaplan-Meier (Dai et al., 2013) survival curve represents the overall survival rate in chemotherapy-treated TNBC patients (n=66) based on low vs. high *NUPR1* expression from the meta-analysis in KM plotter. (**E**) KM survival curve representing the relapse-free survival rate in chemotherapy-treated patients (n=135) based on low vs. high *NUPR1* expression from GSE12093. (**F**) Reverse transcriptase-quantitative polymerase chain reaction (RT-qPCR) analysis of *NUPR1* mRNA expression in cells (left) and tumor tissue from a mouse xenograft (Yue et al., 2020). The values were normalized to the level of the control (Jazaeri et al., 2005). (**G**) The relative luciferase activity of the *NUPR1* promoter was measured in WT cells and L-DOXR cells. (**H**) Cell viability was measured among si-*NUPR1* transfected cells treated with DOX using a crystal violet staining assay. (**I**) Cell viability was measured using GST-NUPR1 transfected cells with DOX. (**J**) Cell viability was measured after administering DOX with and without ZZW-115 (*NUPR1* inhibitor). The bar graph indicates the average density of dyed crystal violet. (**K**) Apoptotic proteins were detected by immunoblotting from WT cells and L-DOXR cells with and without DOX/ZZW-115. (**L**) Timeline demonstrating the subcutaneous injection of 1×10^7^ L-DOXR cells followed by injections of doxorubicin (4 mg/kg) or ZZW-115 (2.5 mg/kg, 5.0 mg/kg) into the tail vein (n=6 per group). (**M**) The photographs show representative tumors. Scale bar: 2 cm. (**N**) Representative images showing immunohistochemical staining for NUPR1 in PCGGs with and without ZZW-115 and DOX treatment (left). Localization of *NUPR1* in the control and ZZW-115 (5.0 mg/kg)-injected tumors was analyzed by ImageJ (Yue et al., 2020). Scale bars: 20 μm. (**O**) Animals were monitored for up to 42 days, and tumor size was measured using calipers at three-day intervals. (**P**) Representative images showing immunohistochemical staining for TUNEL and active-caspase 3 on paraffin sections of tumor tissues. Scale bars: 20 μm. All data are presented as mean ± SEM; *p<0.05, **p<0.01, ***p<0.001; Student’s two-tailed, unpaired *t*-test (**F**); one-way ANOVA with Bonferroni’s post-test (**G, H, I, J, O**). Figure 4—source data 1.Original image for the western blot analysis in Figure 4K.

**Figure 4—figure supplement 1.**
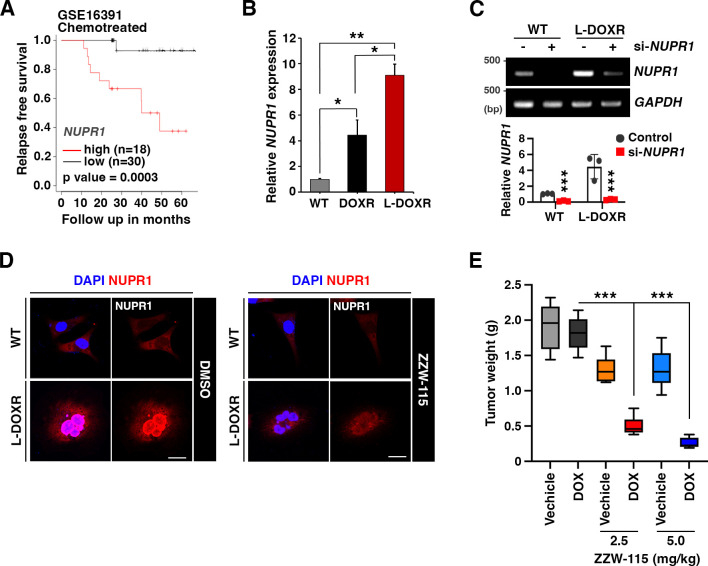
NUPR1 is a key mediator of chemoresistance in L-DOXR. (**A**) Comparison of overall survival between high (red line) or low (blue line) expressions of *NUPR1* in patients after chemo treated (GSE16391) were analyzed by the Kaplan-Meier and Log-rank test. KM survival curve representing the relapse-free survival rate in chemotherapy-treated patients (n=48) based on low (n=30) vs. high (n=18) *NUPR1* expression. (**B**) The RNA expressions of *NUPR1* were measured. (**C**) si-*NUPR1* was transfected into WT and L-DOXR and incubated for 24 hr. The RNA expressions of *NUPR1* were measured by RT-PCR. (**D**) WT and L-DOXR were stained with anti-NUPR1 (red) after treated ZZW-115. (**E**) Tumor weights were measured after they were harvested from the mice. Scale bars: 20 μm. All data are presented as means ± SEM; *p<0.05, **p<0.01, ***p<0.001; Student’s two-tailed, unpaired t-test (**B, C**); one-way ANOVA with Bonferroni’s post-test (**E**). Figure 4—figure supplement 1—source data 1.Original image of the RNA expression in Figure 4—figure supplement 1C.

The clinical relevance of *NUPR1* expression in TNBC was investigated using a cohort of patients treated with chemotherapy by performing a meta-analysis of all the datasets in Kaplan-Meier plotter (https://kmplot.com/analysis/index.php?p=service&cancer=breast; Lánczky and Győrffy, 2021). The overall survival rate was significantly lower in patients with high *NUPR1* mRNA expression than in patients whose *NUPR1* mRNA expression was low (high, n=34; low, n=32; p=0.037; Figure 4D). Similarly, in other datasets GSE12093 (Zhang et al., 2009; Figure 4E) and GSE16391 (Desmedt et al., 2009), chemotherapy-treated breast cancer patients with significantly lower survival rates expressed higher level of *NUPR1* (p=0.027 and 0.0003, respectively; Figure 4—figure supplement 1A), suggesting that high *NUPR1* expression is associated with poor clinical outcomes among TNBC patients.

Consistent with the RNA-seq analysis of L-DOXR cells, increased expression of *NUPR1* in both the L-DOXR cells and L-DOXR cell-derived xenografts were observed in reverse transcriptase-quantitative polymerase chain reaction (RT-qPCR; Figure 4F). However, in contrast to L-DOXR cells, mRNA level of *NUPR1* was barely detectable in the WT cells and WT cell-derived tumor tissues. 

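In the RNA-seq of the cultured cells, NUPR1 ranked at place 35 of 18943 protein-coding genes by its rise in L-DOXR cells. In WT cells its FPKM was above that of 49.6% of protein-coding genes, and in L-DOXR cells above that of 90.8%. At the worth of 1 fragment given above, its values correspond to about 91.2 fragments in WT cells and 1495 in L-DOXR cells. NUPR1 belongs to a list of 23 genes of the integrated stress response, of which 7 were at least 2-fold higher and 3 were lower. The phosphatase regulator gene PPP1R15A had 62.9 FPKM in WT cells and 333 FPKM in L-DOXR cells, and the transcription factor gene ATF3 had 5.47 and 28.2 FPKM. DDIT4, an inhibitor of mTORC1, had 287 and 17.0 FPKM, and the asparagine synthetase gene ASNS had 47.2 and 16.5 FPKM. The median log2 ratio of the list was 0.07, at percentile 56.8 of random lists. It was 0.87, outside their central 95%, when the higher library had to be at least 4 on the normalized log2 scale, a filter that leaves fewer members. GAPDH, the internal control of the RT-qPCR, had 5208 FPKM in WT cells and 2715 FPKM in L-DOXR cells (log2 ratio -1.01, and -0.97 under the scaling that lowered it least).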

While DOXR cells exhibited a marked increase in *NUPR1* expression compared to the WT cells, this expression was substantially less than that observed in L-DOXR cells, as detailed in Figure 4—figure supplement 1B. Furthermore, transactivation activity of the *NUPR1* promoter was highly elevated in L-DOXR cells but not in WT cells (Figure 4G). These results indicate that *NUPR1* expression is highly enhanced in L-DOXR cells. Silencing *NUPR1* expression abolished the cell viability of DOX-treated L-DOXR cells, but it did not decrease the cell viability of vehicle-treated L-DOXR cells, suggesting that *NUPR1* depletion could eliminate DOX resistance in L-DOXR cells (Figure 4—figure supplement 1C). Regardless of DOX-treatment, *NUPR1* depletion did not affect the chemosensitivity of WT cells. In addition, we showed that overexpression of *NUPR1* in the WT cells attenuates DOX-induced cytotoxicity (Figure 4I). These results suggest that *NUPR1* upregulation may be a major driver of chemoresistance in L-DOXR cells.

To define the potential role of NUPR1 in mediating chemoresistance in TNBC, we treated WT cells and L-DOXR cells with ZZW-115, a NUPR1 inhibitor that alters its nuclear localization (Lan et al., 2020), in the absence or presence of DOX. ZZW-115 treatment led to re-sensitization of L-DOXR cells to DOX in a dose-dependent manner, whereas the WT cells barely responded to ZZW-115 (Figure 4J). Delocalization of NUPR1 and increased cell death caused by ZZW-115 were confirmed by immunocytochemistry (Figure 4—figure supplement 1D) and active CASPASE-3 and poly (ADP-ribose) polymerase (PARP) cleavage (Figure 4K). To further verify whether NUPR1 inhibition could overcome DOX resistance and enhance drug response in L-DOXR cells, we treated xenograft model mice with DOX and two doses of ZZW-115 (Figure 4L–P). The addition of ZZW-115 to DOX in the xenograft models resulted in a reduction of tumor volume compared to DOX-only-treated tumors (–469.5 ± 25.20 mm^3^ [2.5 mg/kg] and –627.2±15.36 [5.0 mg/kg]) (Figure 4M-O; Figure 4—figure supplement 1E) and induced significant cell death (Figure 4P). These findings suggest that NUPR1 inhibition can overcome chemoresistance in highly aggressive L-DOXR cell-induced tumors in xenograft model mice.

### HDAC11 suppression leads to *NUPR1* upregulation

To gain insights into the molecular mechanism underlying *NUPR1* upregulation in L-DOXR cells, we aimed to identify a potent regulator of its gene expression. Because epigenetic alterations affect gene expression and are usually associated with cancer progression (Baxter et al., 2014), we first examined the DNA methylation status of the *NUPR1* promoter region. However, we did not find any remarkable changes in promoter methylation between WT cells L-DOXR cells (Figure 5—figure supplement 1A). Intriguingly, chromatin immunoprecipitation (ChIP)-qPCR using the histone H3 at lysine 27 (H3K27)-acetylation antibody revealed H3K27 acetylation in L-DOXR cells, specifically in promoter region 3 (Figure 5A). Spurred by our finding of enriched acetylation in L-DOXR cells, we attempted to identify a putative epigenetic regulator, such as a histone acetyltransferase or HDAC, that could be involved in the increased acetylation of *NUPR1*. An RNA-seq analysis of HATs and HDACs in WT cells and L-DOXR cells showed almost no detectable mRNA expression of *HDAC11* in L-DOXR cells (Figure 5—figure supplement 1B), which we confirmed by RT-qPCR (Figure 5C). 

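HDAC11 (Entrez 79885), the class IV histone deacetylase gene, lies on chromosome 3 from 13521715 to 13547924 on the plus strand. It had 9.68 FPKM in WT cells, worth about 822 fragments, and was listed at 0 in L-DOXR cells. On the normalized log2 scale this is 3.52 in WT cells, and no fold is given against a value of 0. HDAC9 (Entrez 9734), on chromosome 7 from 18126572 to 19036992, had 3.19 FPKM in WT cells and 27.3 FPKM in L-DOXR cells, a log2 ratio of 2.71. The other 9 HDAC genes stayed within 2-fold, from a log2 ratio of -0.94 for HDAC5 to 0.14 for HDAC2, except that HDAC5 passed 2-fold after centering on the median of expressed genes (-1.04) and with a pseudocount of 0.25 (-1.05). The median over the 11 genes was -0.37, at percentile 4.60 of random lists.

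None of the 17 acetyltransferase genes differed 2-fold, except TAF1 after centering (-1.04) or with that pseudocount. HAT1 had 55.1 FPKM in WT cells and 107 FPKM in L-DOXR cells (log2 ratio 0.88), TAF1 had 15.5 and 8.00 FPKM, the lowest log2 ratio of the list, and KAT2A, one of the most highly expressed members, had 35.0 and 34.1 FPKM. Their median was -0.20, at percentile 11.7. Of the 7 sirtuin genes, which encode NAD-dependent deacylases, SIRT7 was at least 2-fold higher, with 17.1 and 42.5 FPKM, and the median was 0.20, at percentile 73.6. It was 0.86 when the higher library had to be at least 4 on the normalized log2 scale. That filter leaves fewer members, and 0.86 is the value of SIRT6. The sirtuin median stayed inside the central 95% of random lists under all 9 alternatives.

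NUP210, the expressed gene next to HDAC11, encodes a nuclear pore membrane protein and ends 59.9 kb before HDAC11 begins. It had 27.2 FPKM in WT cells and was also listed at 0 in L-DOXR cells, as was HDAC11-AS1, which had 0.231 FPKM in WT cells, worth about 3.25 fragments. Farther out on the side of NUP210, IQSEC1 had 9.68 and 4.69 FPKM and RPL32 had 410 and 236 FPKM. On the other side, FBLN2 had 0.131 and 0.119 FPKM and CHCHD4 had 19.4 and 20.8 FPKM. Beyond CHCHD4, TMEM43 had 59.6 and 34.6 FPKM and XPC had 8.89 and 6.02 FPKM. NUP210 and its neighbors were looked at after the value of HDAC11 was seen.

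**Figure D2:**
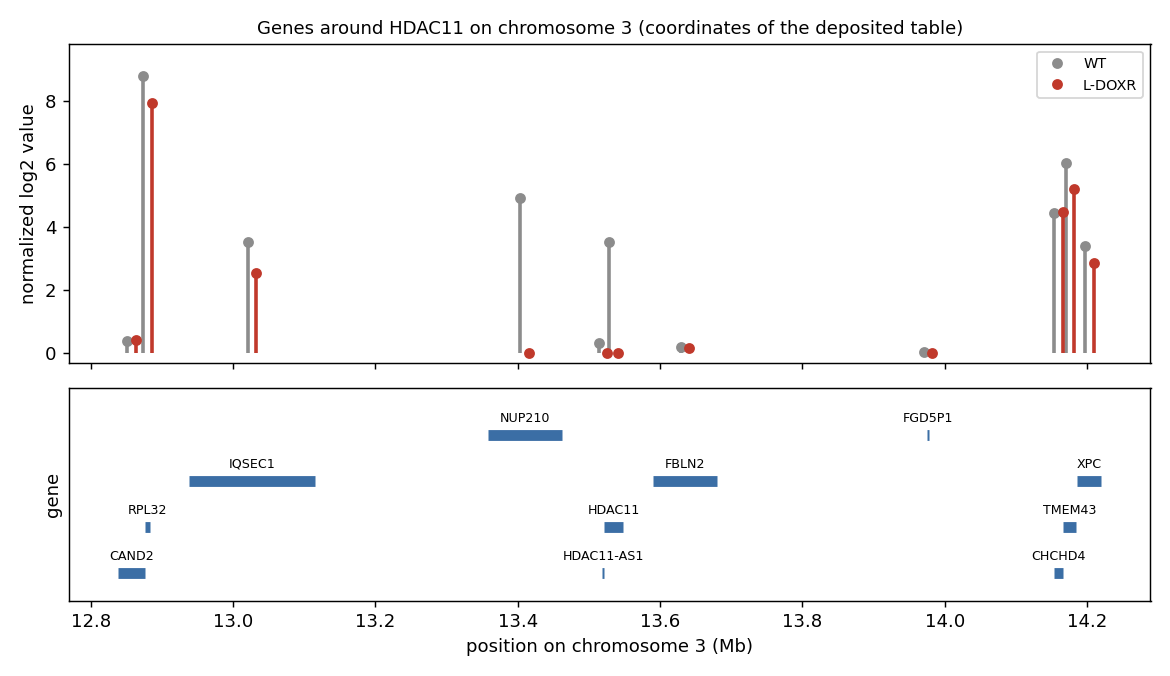
Normalized log2 values of WT cells (gray) and L-DOXR cells (red) for the genes above 0 around HDAC11 on chromosome 3 (top), and the extent of each gene in Mb, in the coordinates of the authors' table (bottom). NUP210, HDAC11-AS1 and HDAC11 lie side by side at about 0 in L-DOXR cells, and IQSEC1 and CHCHD4 on either side are above 0 in both.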

*HDAC11* expression was also dramatically reduced in tumors from L-DOXR cell-derived xenografts compared with tumors derived from WT cells (Figure 5D). In addition, the protein expression of NUPR1 and HDAC11 was inversely correlated in L-DOXR cells and WT cells (Figure 5—figure supplement 1C, D), suggesting that low levels of HDAC11 in L-DOXR cells might contribute to the upregulation of *NUPR1* through enriched acetylation in its promoter region. Indeed, forced expression of HDAC11 elicited a dramatic reduction in H3K27 acetylation in the L-DOXR cells promoter region (Figure 5F), which reduced the mRNA expression of *NUPR1* in a dose-dependent manner not seen in the parental WT cells (Figure 5E) and also greatly impaired the promoter activity in the L-DOXR cells (Figure 5G). Moreover, HDAC11 inhibitor treatment in WT cells augmented the expression of *NUPR1*, presumably, reflecting the reverting of promoter acetylation (Figure 5H). These data clearly demonstrate that HDAC11 mediates *NUPR1* promoter deacetylation, underscoring that the suppressed expression of HDAC11 in L-DOXR cells allows *NUPR1* to escape deacetylation and thereby causes its aberrant high expression.

**Figure 5.**
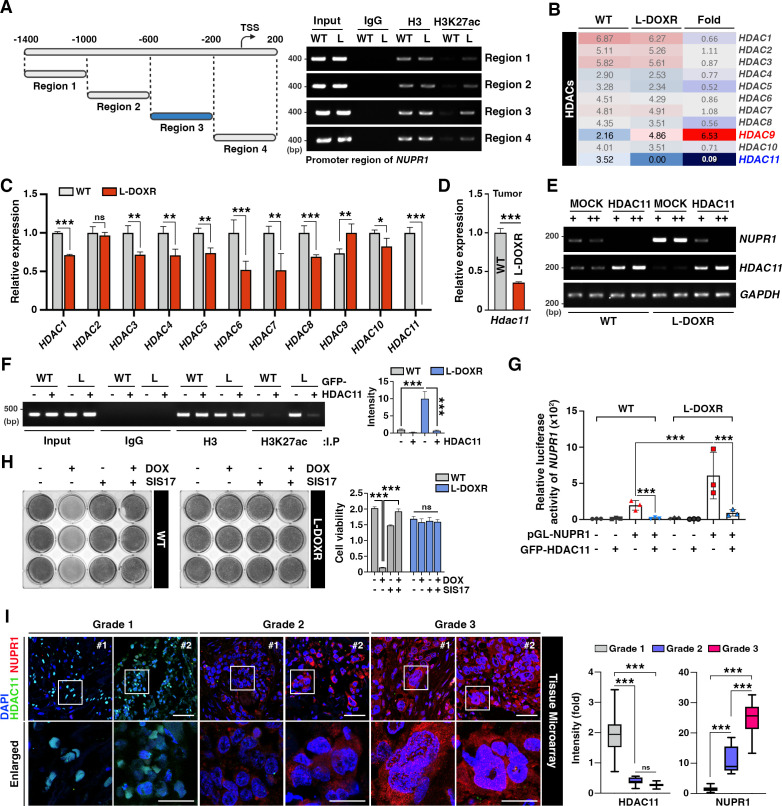
HDAC11 suppression leads to *NUPR1* upregulation in L-DOXR cells. (**A**) Schematic diagram showing the promoter region of *NUPR1*. A ChIP assay was performed with qPCR on WT cells and L-DOXR cells using anti-H3 and H3K27ac antibodies. L, L-DOXR cells. (**B**) A heat map representing the relative mRNA expression levels of *HDACs* in WT cells and L-DOXR cells. (**C**) Real-time PCR analysis of the mRNA expression of the indicated genes in WT cells and L-DOXR cells. (**D**) The mRNA expression of *HDAC11* in L-DOXR cells-derived tumor tissue was measured by RT-qPCR. (**E**) The mRNA expression of *NUPR1* and *HDAC11* was measured in cells transfected with either GFP-MOCK or HDAC11. (**F**) A ChIP assay was performed after transfecting WT and L-DOXR cells with GFP-MOCK or HDAC11 using anti-H3 or H3K27ac antibodies. Acetylated-histone levels were determined by RT-qPCR with specific primers (−600/–200). L, L-DOXR cells. (**G**) The relative luciferase activity of the *NUPR1* promoter was measured after transfecting WT cells and L-DOXR cells with GFP-HDAC11. (**H**) Cell viability was measured among SIS17-treated cells with DOX using a crystal violet staining assay. (**I**) Representative images show the expression of NUPR1 (Gao et al., 2002) and HDAC11 (Liedtke et al., 2008) on a TNBC TMA with different tumor grades (grades 1, 2, and 3). Quantitative analysis of the intensity of NUPR1 and HDAC11 is displayed (Yue et al., 2020). White boxes are magnified. Scale bars: 50 μm (upper) and 25 μm (bottom). All data are presented as means ± SEM; *p<0.05, **p<0.01, ***p<0.001; Student’s two-tailed, unpaired *t*-testing (**C, D**); one-way ANOVA with Bonferroni’s post-test (**G, I**). Figure 5—source data 1.Original image for the promoter region in Figure 5A. Figure 5—source data 2.Original image for the RNA expression in Figure 5E. Figure 5—source data 3.Original image for the RNA expression in Figure 5F.

**Figure 5—figure supplement 1.**
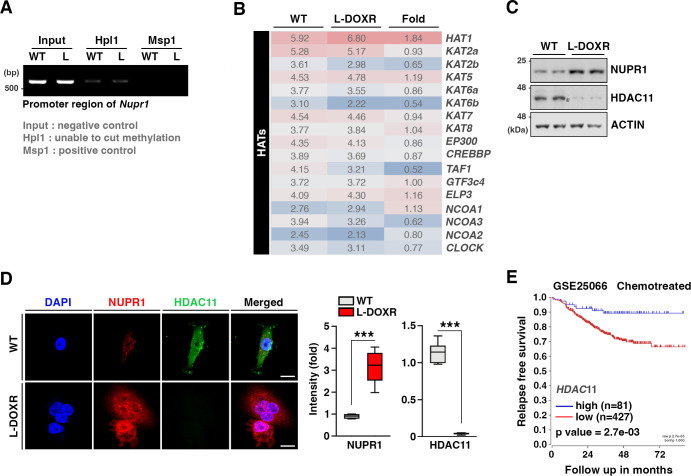
HDAC11 suppression leads to *NUPR1* upregulation in L-DOXR. (**A**) Extracted gDNA from WT and L-DOXR were digested with restriction enzymes that cut only non-methylated CCGG or cut all CCGG sequences. gDNA was assessed for methylation levels using RT-PCR with specific primer sets for CpG islands of *NUPR1*. L, L-DOXR. (**B**) Heatmap representing the relative mRNA expression levels of *HDACs* in WT or L-DOXR. (**C**) Protein expressions of NUPR1 and HDAC11 were measured from WT and L-DOXR by immunoblotting. (**D**) Cells were stained with anti-NUPR1 (red) and HDAC11 (green) antibodies for measuring their negative correlation. The intensity of NUPR1 and HDAC11 was measured by ImageJ. Scale bars: 20 μm. (**E**) Comparison of overall survival between high (n=81) or low (n=427) expressions of *HDAC*11 in patients after chemo treated (GSE25066, n=508) were analyzed by the Kaplan-Meier and Log-rank test. All data are presented as means ± SEM; ***p<0.001; Student’s two-tailed, unpaired t-test (**D**). Figure 5—figure supplement 1—source data 1.Original image of the RNA expression in Figure 5—figure supplement 1A. Figure 5—figure supplement 1—source data 2.Original image of the western blot in Figure 5—figure supplement 1C.

In a tissue microarray (TMA) of TNBC patient tissues (n=130), we verified that, as tumor grade increased, NUPR1 expression increased and HDAC11 expression decreased (Figure 5I). In addition, a KM plot analysis of breast cancer patients (n=500, HER negative) from GSE25066 (Hatzis et al., 2011) showed that patients with low *HDAC11* expression had significantly shorter survival times than patients with high *HDAC11* expression after chemotherapy (Figure 5—figure supplement 1E). Thus, these data emphasize that *NUPR1* is inversely correlated with *HDAC11* level in TNBC patients, and that the epigenetic dysregulation of *NUPR1* caused by low HDAC11 level may cause the chemoresistance that dictates the development of L-DOXR cells in TNBC.

## Discussion

TNBC is the most aggressive subtype of breast cancer, and chemotherapy is a mainstay of treatment. However, chemoresistance is common and contributes to the long-term survival of TNBC patients (Liedtke et al., 2008). In this study, we obtained DOX-resistant cells that exhibit an enlarged phenotype with increased genomic content. We also identified a mechanism for that drug resistance through epigenetic control of the NUPR1/HDAC11 axis in TNBC. L-DOXR cells and L-DOXR cell-derived tumor tissues showed high-level expression of *NUPR1*, which was consistent with the poor clinical outcomes, including low overall survival (OS) and disease-free survival (DFS), in chemotherapy-treated TNBC patients with high *NUPR1*. Our findings demonstrated that *NUPR1* expression in L-DOXR cells is induced by acetylation of the *NUPR1* promoter through the aberrantly restricted expression of HDAC11. The identification of *NUPR1* as a novel epigenetic target of HDAC11 in L-DOXR cells helps to explain how L-DOXR cells acquire chemoresistance. HDAC11 is the most recently discovered HDAC, and its pathophysiological role is poorly understood. For example, HDAC11 has a positive correlation with tumor growth, but its incongruously high expression also conferred longer DFS and OS in pancreatic tumor patients (Klieser et al., 2017). HDAC11 is overexpressed in certain cancer cell lines, including prostatic (PC-3) (Huo et al., 2020), ovarian (SK-OV-3) (Zhou et al., 2018), and breast cancer (MCF-7) (Gao et al., 2002) cells, and HDAC11 inhibition has shown beneficial effects in neuroblastoma cells (Thole et al., 2017) and Hodgkin lymphoma (Buglio et al., 2011). However, HDAC11 expression is inversely correlated with high-risk uveal melanomas and gliomas (Dali-Youcef et al., 2015), and HDAC11 knockout mice have increased lymphoma tumor growth (Sahakian et al., 2015). HDAC11 inhibition promotes breast cancer cell metastasis (Leslie et al., 2019). In basal-like breast cancer cells with decreased HDAC11 expression, overexpression of HDAC11 did not inhibit tumor growth but did inhibit invasion and metastasis (Denkert et al., 2017). In addition, the Cancer Genome Atlas shows that *HDAC*11 promoter methylation is associated with a poor prognosis of ovarian cancer patients (Dai et al., 2013), suggesting the need for in-depth studies of the specific mechanisms of HDAC11 in specific tumors. In this study, we observed extremely low HDAC11 expression in L-DOXR cells compared with WT cells, and we confirmed that its expression is much lower in patients with high-grade TNBC tumors than in those with low-grade tumors. We also found a positive correlation between its expression and disease-free survival (Figure 5—figure supplement 1E). Because we identified that NUPR1 as a novel target of HDAC11, and drastically decreasing the expression of HDAC11 causes aberrantly high expression of NUPR1 in L-DOXR cells and TNBC patients (Figure 5H), it is plausible that limited expression of HDAC11 leads to a high NUPR1 level to acquire chemoresistance. It is also possible that HDAC11 expression may be suppressed in chemoresistant TNBC cells by a specific regulator that requires further elucidation.

In breast cancer, aberrations in histone modification such as acetylation have been shown to be important for tumor progression and have been proposed as a promising therapeutic target (Cheng et al., 2019). HDACs have been an attractive therapeutic strategy for restoring both acetylation and gene expression, with the potential benefit of being better tolerated than cytotoxic chemotherapy. Epigenetic modulation has also been hypothesized as a mechanism of chemoresistance. In this study, we showed that NUPR1 overexpression upon acquisition of DOX resistance leads to upregulation of cancer-promoting signaling. Moreover, we demonstrated that NUPR1 inhibition with ZZW-115 reconstitutes the drug sensitivity of L-DOXR cells and HDAC11 overexpression inhibited *NUPR1* expression by eliciting deacetylation of the *NUPR1* promoter region in L-DOXR cells. Thus, despite the promising anti-tumor effects of HDAC inhibitors (HDACi) in preclinical models, our results suggest the importance of evaluating HDACi as therapeutic candidates in the context of drug-resistance in TNBC.

The L-DOXR cells observed in our study resemble the previously reported polyaneuploid cancer cell (PACC) state (Chen et al., 2019; Zhang et al., 2014a). Cells in the PACC state (PACCs) have been described by many names including polyploid giant cancer cells (PGCCs) and are present in multiple high-grade and post-treatment cancers (Chen et al., 2019; Zhang et al., 2014a). Various environmental factors, including hypoxia (Zhang et al., 2014a), anticancer drugs (Islam et al., 2018; Jia et al., 2012; Zhang et al., 2014b), and radiation therapy (Zhang et al., 2021) have all been reported to lead to induction of the PACC state (Zhang et al., 2014b; Ahn et al., 2004). Cells in the PACC state demonstrate plasticity and have the capacity to further divide and produce progeny, contributing to an increase in tumor heterogeneity and therapeutic resistance (Niu et al., 2016). The mechanism by which the PACC state confers drug resistance is unknown.

Our results demonstrate that clinically meaningful resistant cells can be obtained within a few weeks using the CDRA chip to mimic the spatiotemporally heterogeneous ecosystem of cancer cells in the tumor tissues of patients receiving chemotherapy. Although large cells with high genomic content are often found in cancer patient tissues, their isolation is technically difficult, which is an obstacle to studying how they contribute to chemoresistance in cancer patients. Therefore, our methodology, examining the expression of genes involved in the chemoresistance of chip-derived large cells and comparing those results with gene expression data from patient tissues in which cells with high genomic content are found, opens a new avenue for understanding the mechanism of chemoresistance. Because the chip requires approximately 15,000 cells each, it can be also used to predict resistance in patients prior to chemotherapy (Garraway and Jänne, 2012).

## Materials and methods

### Fabrication of the CDRA chip

The CDRA chip was fabricated using soft lithography, as previously described (Han et al., 2016; Han et al., 2019). The chip contained a patterned array of 444 hexagonal microchambers, each with a diameter of 200 μm. In the outermost chambers, 5-μm-wide channels allowed medium with and without DOX to perfuse into the interior microchambers. Each interior microchamber had three gates through which the cells could move into the connected chambers.

### Cell culture

The MDA-MB-231 TNBC cell line was purchased from ATCC (Manassas, VA, USA) and cultured in RPMI-1640 medium (HyClone, Logan, UT, USA) supplemented with 10% fetal bovine serum (HyClone), 100 units per mL of penicillin (Life Technologies, Carlsbad, CA, USA), and 100 μg/mL of streptomycin (Life Technologies) and maintained at 37°C with 5% CO_2_.

### Operation of the CDRA chip

The chip was prepared before cell seeding as described before (Han et al., 2016). A total of 1×10^5^ cells/10 μL was suspended in culture medium, and 1 μL of the solution was gently added to the chip using a pipette with a tip through the cell seeding hole. The hole was plugged with a sterilized stainless pin, and the chip was incubated at 37°C with 5% CO_2_ overnight. The next day, 250 μL of culture medium and culture medium containing 1.5 μM DOX were added to two of the diagonal reservoirs, and 50 μL of culture medium was added to the rest of the diagonal reservoirs. The fresh culture medium and drug were replaced every day. After 11 days, trypsin (Gibco) was added to the chip, which was incubated at 37°C for 5 min. The detached cells were flushed out of the chip and collected from the reservoirs by injecting 1 mL of culture medium through the seeding hole with a needle-free syringe. To remove non-resistant cells, the collected cells were grown in medium containing 0.05 μM DOX for 1 week (Figure 2a).

### L-DOXR isolation using FACS

DOXR cells were seeded in a 10 mm cell culture dish for 1 day and then stained with 5 μg/mL of Hoechst-33342 at 37°C for 5 min and analyzed on a FACSAria Fusion (BD Biosciences, Franklin Lakes, NJ, USA).

### Cell cycle analysis using FACS

Cells were collected in a 15 mL tube and fixed in pre-cooled 70% ethanol at 4°C for 1 hr. The cells were permeabilized in 0.25% Triton X-100 with phosphate buffered saline (PBS, pH 7.4) at 4°C for 15 min and then stained with 20 μg/mL of propidium iodide (Sigma-Aldrich) containing 10 μg/mL of ribonuclease A at room temperature for 30 min. The stained cells were analyzed in the FACSAria Fusion.

### DOX efflux

About 1×10^5^ cells were incubated in a 6-well plate (Corning Inc) containing RPMI-1640 medium with 5 μM (final concentration) DOX at 37°C for 3 hr, and then the medium was replaced with fresh RPMI-1640 without DOX. After 24 hr, fluorescent images were captured using a DeltaVision Elite microscope (GE Healthcare, Chicago, IL, USA). Then, 10 cells were randomly chosen from the images, and their fluorescence intensity at 585 nm was analyzed using ImageJ (NIH, Bethesda, MD, USA).

### Cell viability

To assess the cytotoxic effects of DOX on cells, approximately 10^3^ cells were incubated in a 96-well plate with DOX (0–1 μM) for 72 hr at 37°C. Their viability was measured using EZ-Cytox reagent (Daeillab Service, Seoul, Korea). The percentage of viable cells was calculated by dividing the number of viable cells at each DOX concentration by the number of cells cultured without DOX.

### RNA sequencing

Total RNA from untreated and treated MDA-MB-231 cells was extracted using a RNeasy Mini Kit (Qiagen, Germantown, MD, USA). RNA sequencing was performed on the NextSeq 500 sequencing platform (Illumina, San Diego, CA, USA). Biological functions were determined using IPA web-based bioinformatics software (QIAGEN). A twofold change in treated cell gene expression was used as the cut-off value indicating a significant change in expression compared with that in untreated MDA-MB-231 cells.

### Antibodies and chemicals

Anti-PCNA (ab29), Ki67 (ab15580), NUPR1 (ab234696), and active-Caspase 3 (ab2302) antibodies were acquired from Abcam (Cambridge, UK). Anti-HDAC11 (H4539) and HDAC11 (WH0079885M1) antibodies were acquired from Sigma-Aldrich. Anti-PARP (9542 S) antibody was obtained from Cell Signaling Technology (Danvers, MA, USA). Anti-ACTIN (sc-47778) antibody was obtained from Santa Cruz Biotechnology (Dallas, TX, USA). Dimethyl sulfoxide (D2447), ZZW-115 (HY-111838A), and DOX (D1515) were acquired from Sigma-Aldrich.

### Tissue microarray and immunohistochemistry

Slides of TNBC and normal tissues were obtained from US Biomax (BR1301) (Derwood, MD, USA) consisting of 125 cases of TNBC specimens, whose characteristics, including pathology grade, TNM, clinical stage, and IHC (ER, PR, HER2) results are available online (BR1301 Tissue Array and Tissue Microarray of premade types). For staining, each slide was deparaffinized and permeabilized using 0.25% Triton X-100 in PBS for 2 h. The slides were immunostained using primary antibodies and incubated overnight at 4 °C and then incubated for 1 hr at room temperature with secondary antibodies (Alexa Fluor-488 or –546). Nuclei were counterstained with 4′,6-diamidino-2-phenylindole. Z-stacked images of the stained tissues were acquired using a ZEISS LSM 710 confocal microscope (Zeiss, Oberkochen, Germany).

### Western blot

Transfected cells were washed with PBS and treated with ice-cold lysis buffer (50 mM Tris-Cl, pH7.4; 150 mM NaCl; 1 mM EDTA; 0.5% Triton X-100; 1.5 mM Na_3_VO_4_; 50 mM sodium fluoride; 10 mM sodium pyrophosphate; 10 mM glycerophosphate; 1 mM phenylmethylsulfonyl fluoride, and protease cocktail (Calbiochem, San Diego, CA, USA)). Equal amounts of proteins were denatured, resolved on SDS-PAGE, and transferred to nitrocellulose membranes (Pall Life Science, Port Washington, NY, USA) (Woo et al., 2022).

### RT-qPCR

To compare the mRNA levels of WT and L-DOXR cells, RT-qPCR was performed. Total RNA was isolated from cells or tumors using a Mini BEST Universal RNA Extraction Kit (Takara, Shiga, Japan). cDNA was prepared from total RNA by reverse transcription using oligo-dT primers (Takara). RT-qPCR was conducted using SoFast EvaGreen Super Mix (Bio-Rad, Hercules, CA, USA) according to the manufacturer’s instructions. glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) was used as an internal control for quantitation of target gene expression. A total reaction mixture with a volume of 20 µl was amplified in a 96-well PCR plate (Bio-Rad). The primer sets used are listed in Supplementary file 1.

### Luciferase assay

Cells were plated in culture plates and transfected with 100 ng of *NUPR1*-promoter-luciferase reporter and 30 ng of *Renilla* reporter vector in 6-well plates and then incubated for 24 hr (Yu et al., 2022). The cells were lysed, and luciferase assays were performed using a dual luciferase assay kit (Promega, Madison, WI, USA) according to the manufacturer’s instructions. The transfection efficiency was normalized against *Renilla* luciferase activity, and the transfection of genes was confirmed using immunoblotting. All assays were performed at least in triplicate.

### ChIP assay

ChIP assays were performed using a ChIP Assay Kit (cat. 17–259; Millipore, Temecula, CA, USA) according to the manufacturer’s instructions. Primers from multiple sites relative to the transcription start site were designed and pretested in both the input and ChIP samples. Purified DNA was subjected to qPCR with primers against the *NUPR1* promoter region. The primer sets used are listed in Supplementary file 1.

### Survival analysis

The KM plots were taken from https://kmplot.com/analysis/index.php?p=service&cancer=breast (Desmedt et al., 2009). We chose TNBC patients as follows: ER status IHC: ER-negative; ER status array: ER-negative; PR status IHC: PR negative; and HER2 status array: HER2 negative for meta-analysis and retrieved from the NCBI GEO database GSE12093 (Zhang et al., 2009), GSE16391 (Desmedt et al., 2009), and GSE25066 (Hatzis et al., 2011).

### Animal

All animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of Sungkyunkwan University School of Medicine (SUSM, SKKUIACUC2021-03-47-1). All experimental procedures were performed according to the regulations of the IACUC guidelines of Sungkyunkwan University.

### Xenograft

Procedures for the animal studies were described previously (Hwang et al., 2016). Briefly, 6- to 8-week-old female Balb/c nude mice (Orientbio Inc, Seongnam, Korea) were housed in laminar-flow cabinets under specific pathogen-free conditions. Approximately 1×10^7^ cells of WT cells or treated cells were resuspended in 100 μL of a 1:1 ratio of PBS and Matrigel (Corning Inc, Corning, NY, USA, #354234) and subcutaneously injected into each mouse. The tumor size was monitored every three days using calipers, and the tumor volume (V) was calculated using the formula V = (L × W^2^)/2, where L was the length and W was the width of the tumor. When the tumor volume reached 150 mm^3^, the tail veins of the mice were injected with 2 mg/kg of DOX for Figure 3D–G or 2.5 mg/kg or 5.0 mg/kg of ZZW-115 (daily) with and without 2 mg/kg of DOX for Figure 4K–O.

### Statistical analysis

All statistical analyses were performed using Prism 8 (GraphPad Software, San Diego, CA, USA). In general, statistical analyses were performed using ANOVA and Student’s *t*-test. Two-tailed and unpaired *t*-tests were used to compare two conditions. Two-way ANOVA with Tukey’s post hoc test was used to analyze multiple groups. One-way ANOVA with Bonferroni’s post hoc test was used for comparisons of ages and genotypes. Data are represented as mean ± standard error of the mean (SEM) unless otherwise noted, with asterisks indicating *p<0.05, **p<0.01, and ***p<0.001.

## Data Availability

RNA-seq raw and processed data files have been uploaded to the Gene Expression Omnibus and can be accessed using the following accession code GSE256086 for transcriptional profile. The following dataset was generated: LimW HwangI ZhangJ ChenZ HanJ JeonJ KooB KimS LeeJ PientaK AmendS AustinR AhnJ ParkS 2024Exploration of Mechanisms of Drug Resistance in a Microfluidic Device and Patient TissuesNCBI Gene Expression OmnibusGSE25608610.7554/eLife.88830PMC1097255938536720

## Additional files

MDAR checklist

Supplementary file 1. List of primer sequences for RT-qPCR and ChIP assay.

# Supplementary material for: Exploration of drug resistance mechanisms in triple negative breast cancer cells using a microfluidic device and patient tissues
**Source:** eLife. 2024 Mar 27;12:RP88830. doi: 10.7554/eLife.88830
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials and Methods |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Materials and Methods |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Not done |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). | Not done |  |
| Microbes: provide species and strain, unique accession number if available, and source. | Not done |  |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Figure 3 |  |
| Randomisation | Materials and Methods | **N/A** |
| Blinding | Not done |  |
| Inclusion/exclusion criteria | Materials and Methods |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Results and Figure 3 &4 |  |
| Define whether data describe technical or biological replicates. | Materials and Methods, Results and Figure 3&4 |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods |  |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. | Not done |  |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | No |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Method |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Method; **Data availability**. “RNA-seq data in this study have been deposited in Gene Expression Omnibus of NCBI with the accession code GSE256086.” |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and Method |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Materials and Method |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Not done |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Not done |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Not done |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | Not done |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

# Supplementary material for: Exploration of drug resistance mechanisms in triple negative breast cancer cells using a microfluidic device and patient tissues
**Source:** eLife. 2024 Mar 27;12:RP88830. doi: 10.7554/eLife.88830
**Supplement:** Supplementary file 1.

**Table S1. List of primer sequences.**

|  |  |  |
| --- | --- | --- |
| **ChIP assay primers** | | |
| **Gene Name** | **Forward Primer** | **Reverse Primer** |
| *NUPR1* -1000/-600 | ACAATTATTATCATCCTTATTTTACAG | ATAGACATCTGCCACCATGCC |
| *NUPR1* -600/-200 | AATCCCAGCTATTCGGGAGG | ATATTTTCCATAGAGGAGGTCCCG |
| *NUPR1* -200/+200 | CCAGCTGGGTGAGCCTGG | AGATGGCTGAGTGGGCCTTA |
|  |  |  |
| **Real-time qPCR primers** | | |
| **Gene Name** | **Forward Primer** | **Reverse Primer** |
| *GAPDH* | GTGTTCCTACCCCCAATGTGT | ATTGTCATACCAGGAAATGAGCTT |
| *NUPR1* | TCGGGCCTCTCATCATGCCT | TGCCCCTCGCTTCTTCCTCT |
| *HDAC*1 | ATATCGGGGCTGGCAAAGGC | TCCACACACTTGGCGTGTCC |
| *HDAC*2 | AGGCCCCATAAAGCCACTGC | CTCCAGCAACTGAACCGCCA |
| *HDAC*3 | CTCAGCATCCGAGGGCATGG | TCGATGCGGGTGCTGACATC |
| *HDAC*4 | GGTGGTGTTGGGGTGGACAG | GCTCTCCTCCGCATGGTGTC |
| *HDAC*5 | CAACAGCTCCCACAGCACCA | TTGGTGACAGTGACCGTGGC |
| *HDAC*6 | GACCTTGGAGCTAGGCAGCG | TGCCACCAAATGGGGACACC |
| *HDAC*7 | CAGTGACCGCAGGACCCATC | CTGGGCAAAGTGGAAGGGCA |
| *HDAC*8 | CAACACGGCTCGATGCTGGA | CGGCAGCTTGGCGTGATTTC |
| *HDAC*9 | TATGGCACCAACCCCCTGGA | GCACCGGACGAGTGTAGCTC |
| *HDAC*10 | CCTGGCCTATGGCTTCCAGC | TGCTAGCTGGGGTGTGGAGT |
| *HDAC*11 | GTGCACACGAGGCGCTATCT | GCCAGCTTCCCCGCCATTAT |

How the deposited data were processed for this re-analysis (not part of the article)

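Gene expression was measured by RNA-seq in WT MDA-MB-231 cells and in L-DOXR cells, with 1 library for each. The authors deposited 1 table of 24423 genes. Its FPKM values, which the authors head as raw data, are not counts. The submitters' processing notes name FastQC, TopHat, Cufflinks and edgeR without versions, and the build hg18, while contig names in the table belong to hg19, and coordinates are printed as the table gives them. The normalized log2 values in the deposited table are the log2 of the FPKM times a factor per library (1.08 in WT cells and 1.03 in L-DOXR cells, read from genes above 500 FPKM) plus about 1. How the authors obtained these factors is not given in the sources used here. Genes at 0 FPKM have normalized values of up to 0.014 in WT cells and 0.0053 in L-DOXR cells. The ratio in the authors' table equals the ratio of the normalized values on the linear scale, before the log2, for 100% of the genes, within a relative tolerance of 1e-09.

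The authors' normalized values and ratios were taken as they stand. A gene was counted as changed at a ratio of at least 2 or of 0.5 or less, the cut-off in the methods of the paper. No test between the conditions was run, because there is 1 library per condition. Comparisons with random lists, and with random placements of the genes switched off, describe these 2 libraries. For the placements, the 169 genes under 0.1 FPKM in L-DOXR cells were placed 10000 times at random among the 10607 protein-coding genes of at least 2 FPKM in WT cells, in the order of their coordinates, and adjacent pairs were counted, once for all genes and once without HDAC11, NUP210 and pairs of symbols that share their first 4 letters. A planned interval for the ratio of read counts could not be computed, because the table has no counts, and a planned lower bound for HDAC11 was not computed for the same reason. The depth is therefore known only approximately, as about 27700000 and 28600000 fragments, from the pile-up of low FPKM values times gene width in 107 and 125 gene models of at least 5000 nt. The 10 most highly expressed genes hold 8.13% of the summed FPKM in WT cells and 7.12% in L-DOXR cells.

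The 41 gene lists hold 752 symbols. Of these symbols, 739 were found, 1 of them through an alias that the table gives, and the 13 mitochondrially encoded genes were not found, which left 40 lists. The median log2 ratio of each list was compared with those of 10000 random lists drawn from 18945 protein-coding genes and list members in 20 bins of mean expression. Lists past the central 95% are described as outside it. The genes named in the text were chosen by a rule set together with the lists. They are every gene the paper names in its text or in Figures 4B, 4C, 5B and Figure 5-figure supplement 1B, whose printed values had been seen, the 10 largest ratios in each direction among genes at 4 or more on the normalized log2 scale in the higher library with a symbol other than that of an uncharacterized locus or small RNA, and for each list up to 3 members with the largest rise and up to 3 with the largest fall of at least 2-fold at 2 or more on that scale. For lists with no such member, up to 2 of the most highly expressed members are named. Outside this rule, and after their values were seen, ABCB1, PTPRC, LYZ, HLA-DRA, NUP210, the other neighbors of HDAC11 and the other adjacent pairs of genes switched off were named. The values of some genes that the rule names are not reported here.

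The percentile method and the factors by TMM and by the median of ratios were tested on simulated data, and scaling by the total was not. The factors differed by 0.143% and 0.139% from the simulated one. In 18943 simulated genes, of which 100 were raised and 100 lowered 4-fold, 100% of the raised and 100% of the lowered genes were past 2-fold and 0 others were. Of 200 random lists of 20 genes without a shift, 9 were called outside the central 95%, and of 50 lists shifted by 0.5 on the log2 scale, 50 were. The noise of the simulated genes was set by hand and was independent between genes. These rates therefore check the method only and do not carry over to the lists of these 2 libraries. Alternatives were pseudocounts of 0.25 and 5, expression filters at 1 and 4 on the normalized log2 scale, scaling by TMM, by the median of ratios and by the total, all computed from the FPKM values, centering on the median log2 ratio of expressed genes, thresholds of 1.5-fold and 3-fold, and leaving out genes at 0. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. The DAVID and IPA analyses of the paper were not repeated.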

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

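The 10 genes with the largest ratios in L-DOXR cells, among genes at 4 or more on the normalized log2 scale in the higher library and with uncharacterized loci and small RNAs left out, are not discussed in the paper. They were chosen by their ratio to WT cells, so that each lies above its level there by the choice. Their FPKM in L-DOXR cells was 92.4 for SNHG25, 232 for FMOD, 48.7 for PSG9, 89.5 for MAL2, 75.5 for PSG5, 83.8 for CXCR4, 118 for ALPP, 271 for SLAMF7, 26.6 for DCDC2 and 63.7 for HKDC1.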

How the results depend on the processing

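Of the alternatives, 2 were chosen after the data were seen: gene models of 200 nt or more, which gave 1196 and 1592 genes at least 2-fold higher and lower, and ratios rounded to 3 decimals, which gave 1212 and 1609. With 1 library per condition, no spread between replicates was available, so log2 values were taken as moved when they shifted by more than 1.5-fold. No paired analysis was possible because each condition has 1 library. The genes at least 2-fold higher and lower (1212 and 1608) numbered 1710 and 2421 with a pseudocount of 0.25, 682 and 681 with a pseudocount of 5, 746 and 605 for genes at 4 or more on the normalized log2 scale in the higher library, 2776 and 3083 at 1.5-fold and 442 and 721 at 3-fold. These differences follow from how the alternatives are built. Under the 3 scalings, centering, the filter at 1 and the omission of genes at 0, the counts ran from 1016 to 1290 and from 1472 to 1897. Higher genes made up 43.0% of the changed genes, 55.2% with the filter at 4 and, with 1016 higher and 1897 lower, 34.9% after centering. Centering shifted the median of all genes by -0.10, the other scalings by less than 0.1. NUPR1 kept a log2 ratio of 3.52 to 3.84 under all alternatives except a pseudocount of 5, which gave 2.89. For HDAC11, at 0 in L-DOXR cells, the pseudocount sets the value, which was -3.51 with 1, -5.42 with 0.25 and -1.63 with 5. Between 12 and 15 gene lists lay outside the central 95% of random lists, against 13, and 9 of the 13 did so under all 9 alternatives. The medians of 40 lists moved in 13 and kept within 1.5-fold in 344 of their recomputations, and no median outside that range and no named gene past 2-fold changed sign, while KAT8, GTF3C4 and LATS1, within 2-fold, did in a scaling. GAPDH, XRCC2, CREB3L2, CD68 and TBP dropped under 2-fold, and HDAC5 and TAF1 passed it, in at least 1 scaling. Of the named genes other than NUPR1 and HDAC11, 72 moved with a pseudocount of 5 and 43 with 0.25, which bears on weakly expressed genes by its construction, and of the 144 past 2-fold 20 dropped under it with 5 (TNFRSF1B, AKR1C3, CBR3, TXNRD2, ABCC6, TP53INP1, BBC3, XRCC2, BIRC3, BCL2, CREB3L2, FOS, PLCE1, PLA2G4C, PLCD1, EPCAM, CELSR2, CD68, PECAM1 and TBP). Keeping 1 entry per symbol moves nothing, since each symbol has 1 entry, and the interval on read counts was not run, since the table has no counts. HDAC11 has no value under the filter at 4. Beyond the approximate fragment numbers given for NUPR1, HDAC11 and HDAC11-AS1, the precision of single values cannot be stated without counts.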

Differences from the paper's values

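The paper compares HDAC expression by RT-qPCR, normalized to GAPDH, in Fig. 5C. On that scale, with each RNA-seq ratio of L-DOXR to WT cells divided by that of GAPDH, the values differ by more than 1.5 times for 9 genes. The paper's values, all read by eye in Fig. 5C, are about 0.71 for HDAC1, about 0.96 for HDAC2, about 0.71 for HDAC3, about 0.7 for HDAC4, about 0.52 for HDAC6, about 0.51 for HDAC7, about 0.68 for HDAC8, about 1.4 for HDAC9 and about 0.81 for HDAC10. The RNA-seq values are 1.32 for HDAC1, 2.22 for HDAC2, 1.74 for HDAC3, 1.55 for HDAC4, 1.73 for HDAC6, 2.17 for HDAC7, 1.13 for HDAC8, 13.1 for HDAC9 and 1.42 for HDAC10. All alternatives set before the data were examined that give a value for these genes leave the differences above 1.5 times. Without the division by GAPDH the RNA-seq ratios are 0.658 for HDAC1, 1.11 for HDAC2, 0.866 for HDAC3, 0.773 for HDAC4 and 0.706 for HDAC10, each within 1.5 times the paper's value, as is that of HDAC8, and 0.858 for HDAC6, 1.08 for HDAC7 and 6.53 for HDAC9, which are not. For HDAC9 both methods run higher in L-DOXR cells, and HDAC11, listed at 0 there in the RNA-seq, is also low by RT-qPCR. These are different assays on RNA that need not come from the same cultures.

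The numbers printed in Fig. 5B and Figure 5-figure supplement 1B match those computed from the table. The paper's text gives 1602 genes lower in L-DOXR cells at its 2-fold cut-off, and the table gives 1608. No alternative gave the number of the text. With ratios rounded to 3 decimals, an alternative chosen after the values were seen, the count is 1609, which matches the number printed in Fig. 4A.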

Other observations

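All tests of explanations in this part, for HDAC11 and NUP210, for genes switched off and for GAPDH, were chosen after the results were seen. Genes linked to the action of DOX went both ways. Of 15 genes of DOX targets and metabolism, 5 were at least 2-fold lower and 1 was higher. TOP2B, the second topoisomerase target of the drug, had 44.3 FPKM in WT cells and 18.8 FPKM in L-DOXR cells, and the aldo-keto reductase gene AKR1B1 had 114 and 264 FPKM. Of 16 drug efflux transporter genes, ABCG2 was at least 2-fold higher, with 1.65 and 12.1 FPKM, and ABCC6 was lower, with 3.35 and 0.147 FPKM. ABCB1, the classic multidrug transporter gene, had 0.0077 and 0.0149 FPKM. Of 26 p53 target genes, 3 were higher, GDF15 (log2 ratio 2.27), AEN (2.17) and GADD45A (1.76), and 4 were lower, among them CCNG1 (-1.77), while CDKN1A had 39.1 and 27.7 FPKM. The medians of these lists were -0.04, 0.03 and -0.02, inside the central 95% of random lists. MKI67, a marker of proliferating cells, had 50.3 and 36.8 FPKM. In the paper, by contrast, L-DOXR cells had a greater share of Ki67-positive cells and proliferated faster than WT cells. Those are protein staining and cell counts, set here against RNA of 1 library per condition. The DNA repair genes had a median of 0.21, with 2 of 28 higher, among them XRCC2 (1.02, or 0.91 after centering). BCL2 (1.13) and BIRC3 were the 2 higher of 10 anti-apoptotic genes, and BAK1 (1.32) and PMAIP1 (1.29) those of 18 pro-apoptotic genes, of which BBC3 (-1.11) was lower.

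Of 18 core histone genes, 7 were at least 2-fold higher and 2 were lower. HIST1H2AC had 5.76 FPKM in WT cells and 104 FPKM in L-DOXR cells, HIST1H2BK had 33.2 and 408 FPKM, and H2AFZ had 528 and 216 FPKM. The median of 0.17 lay at percentile 96.8, and outside the central 95% in 4 of 9 alternatives, with 1.81 and 2.83 with the filters at 1 and 4 and 1.23 with genes at 0 left out. These 3 medians rest on fewer members and do not describe the whole list. The filters take the higher library, so HIST1H2AC, at 2.86 in WT cells and 6.76 in L-DOXR cells, passes at 4 only through L-DOXR cells. These genes share sequence. Of 19 genes used as stemness markers, 6 were lower and none was higher, among them NES (-3.54), ALDH2 (-3.48) and SOX9 (-3.14), with a median of -0.12, but of -1.02, outside the central 95%, with the filter at 4 on the normalized log2 scale. That filtered median also rests on fewer members. Of 26 lysosomal genes, 6 were higher, among them GPNMB (2.68) and SQSTM1 (1.77), and 2 were lower, with a median of 0.27. Of 22 genes of cholesterol synthesis, 4 were higher and 4 were lower, among them INSIG1 (-1.52). Of 22 senescence-associated secreted factors, 4 were higher and 5 were lower, among them MMP1 (-2.46). Of 21 estrogen response genes, 3 were higher and 3 were lower, among them IGFBP4, with 1775 and 205 FPKM. Of the markers of other cell types, most of which had low values, the leukocyte median was -0.01, but -1.25, inside the central 95%, with the filter at 1 on the normalized log2 scale, and the glial median was -0.02, but -1.76, outside, with the filter at 1. The endothelial median was about 0, but -0.93, inside, with the filter at 1, and 0.08, outside, with genes at 0 left out. With the filter or with genes at 0 left out, these medians rest on fewer markers and do not describe the whole lists. COL6A1, a fibroblast and matrix gene, had 91.6 and 3.05 FPKM, ENG and PECAM1, endothelial genes, had log2 ratios of -2.49 and -2.42, and the glial marker MBP had one of 1.15. Of 10 metallothionein genes, MT1A was lower (-2.57). Among the 17 housekeeping genes, PGK1 (-1.40) and GAPDH were lower and TBP was higher (12.5 and 29.3 FPKM), the last 2 of these under 2-fold in at least 1 scaling. Relative to GAPDH, the log2 ratio of NUPR1 was 4.63.

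HDAC11 and its expressed neighbor NUP210 were both listed at 0 in L-DOXR cells. Unrelated losses cannot be excluded for this pair, since with the 169 genes under 0.1 FPKM in L-DOXR cells placed at random among the 10607 genes of at least 2 FPKM in WT cells, 2.63 adjacent pairs arose on average, against 12 observed, and without this pair and pairs of related symbols 9 were observed, a number that 8 of 10000 placements reached. The values of the table cannot exclude a failed estimate. The 20 protein-coding genes at 8 FPKM or more in WT cells and at exactly 0 in L-DOXR cells include this pair, so their count decides nothing. For HDAC11, however, the RT-qPCR of the paper in cells and xenograft tumors and its protein measurements also run low. No such measurement is at hand for NUP210. A single local event, a loss of DNA or a silenced region, stays open as well, since the 2 adjacent expressed genes at 0 restate the pattern and the table holds no DNA copy number. Other adjacent pairs were NDRG1 with ST3GAL1 on chromosome 8, NKX2-1 with SFTA3 on chromosome 14 and MGAT5 with TMEM163 on chromosome 2, and some pairs, such as RFPL4A with RFPL4AL1, are copies that share reads.

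More protein-coding genes went from at least 8 FPKM to under 0.1 FPKM in L-DOXR cells (51) than the other way (7). Failed estimates at 0 are argued against as the whole cause, since 31 of the 51 genes hold a value above 0. Leukocytes in the WT culture are argued against, since the 18 leukocyte markers had a median of 0.067 FPKM there, with 0.073 FPKM for PTPRC and 0.133 FPKM for LYZ, although 4 of these markers were at least 2-fold lower in L-DOXR cells and none was higher, CD68 had 128 FPKM in WT cells and 66.4 FPKM in L-DOXR cells, and LAPTM5 and HLA-DRA, known from leukocytes, had 126 and 24.7 FPKM in WT cells and 0.249 and 0.031 FPKM in L-DOXR cells. Whether a library came from other cells than its label says cannot be told apart from a true change, since the table holds no sequence and the correlation of the libraries across genes (Pearson r = 0.95, genes not being independent replicates) decides nothing, while the RT-qPCR and immunoblots of the paper for NUPR1 and HDAC11 run the way the labels say. The outgrowth of a subpopulation during selection with DOX stays open and was not tested.

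GAPDH was lower in L-DOXR cells, with a log2 ratio of -1.01. Over the 4 other scalings the log2 ratio was at most -0.97, so none of them accounts for it. They lie close to the scaling of the authors, however. The factors of L-DOXR to WT were 1.02 to 1.04 against 1.05, and centering shifted log2 ratios by 0.10. Such scalings could not have removed a difference of this size, so they do not exclude scaling as a cause. A lower hypoxia program is a candidate explanation. The hypoxia genes, a list without GAPDH, had a median of -1.08, below all random lists. That median was known when the explanation was chosen, so it decides nothing. No list of glycolysis genes was measured. Cell density and oxygen in culture stay open.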
